A study of Strongylocentrotus purpuratus with 2 samples.

How the data were processed

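ATAC-seq, which marks open chromatin by the places where the Tn5 transposase can insert sequencing adapters, was performed on 2 samples of wild-type whole embryos of the purple sea urchin at 48 hours post fertilization. The labels name them replicate 1 and replicate 2 of a single group, so no comparison between conditions was possible. The comparisons made were those between the replicates and those within each peak list.

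The deposited data were 1 peak list per replicate in the narrowPeak layout, without a header. Row numbering and names differed between the lists, and each list carried the name of its own sample, so peaks had been called per sample and not on pooled reads. The peak names have the form that the caller MACS writes. The aligner, the caller's version and settings, the genome build and any filter on reads are not given in the sources used here. Sequences are named by RefSeq accession. Per the layout of the deposited lists, each peak has a fold value (pileup at the summit over the background, a ratio), a −log10 p, a −log10 q, a display score and a summit position. The deposited score was the whole-number part of 10 times the −log10 q in 100% of peaks of both lists. These values are the authors' own for each peak and were used only to describe, rank or filter peaks within their list. The lowest deposited −log10 q was 1.45 in replicate 1 and 1.32 in replicate 2.

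The lists hold no read totals. The pileup behind each peak was therefore solved from its deposited fold and −log10 p, taking the fold as (pileup + 1)/(background + 1) and p as the Poisson chance of a pileup above the one seen. For each peak the whole-number pileup was sought at which both equations held, with a tolerance of 5e-05 on the −log10 p. A solution was found for 29456 of 29456 peaks of replicate 1 and 32554 of 32554 peaks of replicate 2. Where the local background lay above its lowest level, it was a multiple of 0.01 in 100% of peaks of both lists, with a tolerance of 0.0005. An extension of 100 bp per read over a window of 10 kb would give that step, but neither setting is stated. The most frequent local background, which was also the lowest, was taken as the library-wide background. It is proportional to the number of reads used, so it gives relative but not absolute depth, if both libraries were called with the same settings. This use of the columns was chosen after the lists had been seen.

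Intervals of the 2 lists were called shared where they overlapped by at least 1 bp. No interval overlapped another of its own list. Peaks were ranked within their list by −log10 p, with ties kept in genome order, and divided into 10 equal parts (deciles). Overlap expected by chance came from 100 random placements of the other list, each peak on its own sequence. Sequence lengths were taken as the last base covered by a peak in either list, which is a lower bound. The 10 peaks described individually are those shared by both lists with the best mean of the 2 within-list ranks, a rule fixed before the data were examined. Shares of a list are given with 95% Wilson intervals. These intervals cover counting error only, and peaks of a library are not independent replicates, so no p-value across peaks was computed. Means over the replicates are given with the SD (n = 2). For shares found in the other replicate, the 2 values are the 2 sides of 1 comparison. Their SD is therefore not a spread between independent measurements.

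Matching and pileup recovery were tested on simulated data. In simulated lists of 29456 peaks with a known shared set, no peak was assigned wrongly. Different peaks lay far apart in those lists and shared ones were moved little. The result therefore checks the code but not matching among close neighbours. In 5000 simulated peaks, 100% of pileups were recovered. When the fold and p of those peaks were shuffled against each other, 0.04% still gave a whole pileup within the tolerance. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

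The alternatives tried were a reciprocal overlap of at least 50%, summits within 100 bp, the better-ranked 50% of each list, a −log10 p of at least 10, equal list lengths, the 21 longest sequences only, ranking by fold, and each replicate alone. Merging of neighbouring peaks up to 100 bp apart and a random placement 5000 to 50000 bp from each peak's own position were added after the data had been seen. No genome sequence or gene annotation placed on these sequences was used here. The planned results on promoters, exons and introns, promoter peaks per gene, peaks at transcription factor and other developmental genes, GC content and motifs were therefore not computed.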

Results

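Open chromatin was profiled by ATAC-seq in whole wild-type embryos of the sea urchin Strongylocentrotus purpuratus at 48 hours post fertilization, in 2 replicates. The series belongs to a study of how cis-regulation in sea urchins and sea stars changes over development. With a single stage, genotype and tissue, the design asks which regions were accessible and how well the replicates agreed.

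The list of replicate 1 held 29456 peaks and that of replicate 2 held 32554 peaks, a mean of 31005 ± 2191 (SD, n = 2). Peak width was alike in both. The median was 228 bp in replicate 1, with an interquartile range of 115 to 301 bp, and 230 bp in replicate 2, with an interquartile range of 115 to 311 bp. No peak was narrower than 100 bp, and 3371 peaks of replicate 1 and 3617 of replicate 2 had exactly that width. Peaks of at most 120 bp made up 28.6% of replicate 1 and 28.0% of replicate 2. The peaks covered 6.93 Mb in replicate 1 and 7.92 Mb in replicate 2, which were 0.770% and 0.879% of the 901.0 Mb spanned by peaks over 112 sequences. The number of peaks, width and covered length depended on the cutoff, and in the better-ranked 50% of each list the median width was 301.5 bp on average.

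Read depth was compared through the background pileup solved from the deposited values. The library-wide background was 0.671 extended reads per base in replicate 1 and 0.813 in replicate 2, so replicate 2 had 1.21 times the depth of replicate 1 if the calling settings were the same. Replicate 2 had 1.11 times as many peaks. At the summit, the median pileup was 13 reads in replicate 1, with a range of 5 to 110, and 14 reads in replicate 2, with a range of 5 to 105. The authors' fold over background had a median of 5.65 in replicate 1 and 5.44 in replicate 2.

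The first comparison asked how many peaks were found in both replicates. Of the peaks of replicate 1, 20337 overlapped a peak of replicate 2, a share of 69.0% (95% Wilson interval 68.5 to 69.6%). Of the peaks of replicate 2, 19801 overlapped a peak of replicate 1, a share of 60.8% (95% Wilson interval 60.3 to 61.4%). The mean share was 64.9% ± 5.81 (SD, n = 2). Both shares come from 1 comparison seen from its 2 sides, so this SD depends on the unequal list lengths. It is not a spread between independent measurements. The lists were not identical, and 24 intervals had the same start and end in both. After random placement of the other list, 1.88% of the peaks of replicate 1 were overlapped on average, and at most 2.101% in any of 100 placements. For replicate 2 the mean was 1.73% and the highest value 1.91%. The overlap was thus 36.7 times the chance level for replicate 1 and 35.2 times for replicate 2. Of the alternatives applied to both lists alike, a reciprocal overlap of at least 50% moved this share most, to 51.2% in replicate 1 and 46.3% in replicate 2.

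Merging both lists gave 40621 regions. Of these, 18749 (46.2%) were held by both replicates, 9119 by replicate 1 only and 12753 by replicate 2 only. Counted in bases, 4.92 Mb were shared out of 9.93 Mb covered by either list, or 49.5%. When the list of replicate 2 was cut to the length of the shorter list, the shares were 67.4% for replicate 1 and 65.2% for replicate 2.

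Overlap depended on the strength of the peak within its own list, which was split into 10 equal parts (deciles) from the strongest to the weakest. In the strongest decile, 99.5% of the peaks of replicate 1 (95% Wilson interval 99.2 to 99.7%) and 99.6% of those of replicate 2 (99.4 to 99.8%) were found in the other replicate, a mean of 99.6% ± 0.0754 (SD, n = 2). The share was 76.6% in replicate 1 and 66.4% in replicate 2 in the fifth decile. In the weakest decile it was 27.4% in replicate 1 (25.8 to 29.0%) and 19.9% in replicate 2 (18.5 to 21.3%), a mean of 23.6% ± 5.32 (SD, n = 2). The fall from the strongest to the weakest decile exceeded the difference between the 2 lists, which are the 2 sides of 1 comparison. The weakest decile still lay above the highest share in any random placement of whole lists. The median pileup in the strongest decile was 40 reads in replicate 1 and 43 in replicate 2, against 8 reads in the weakest decile of both. At that depth, absence of a weak peak from a list does not show that the region was closed. Ranking by fold in place of −log10 p gave a mean of 36.8% in the weakest decile.

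**Figure D1:**
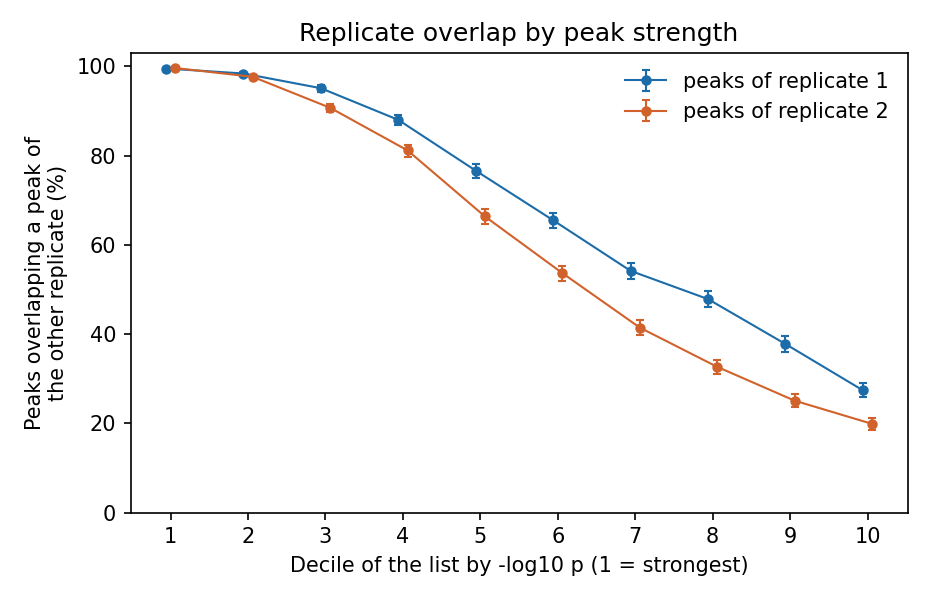
Share of peaks (y axis, percent) that overlapped a peak of the other replicate by at least 1 bp, for each decile of the list ranked by −log10 p (x axis, 1 is the strongest). Points are the 2 lists, bars are 95% Wilson intervals, and the share falls from above 99% to 27.4% in replicate 1 and 19.9% in replicate 2.

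Where a peak of replicate 1 overlapped a peak of replicate 2, the nearest summits lay a median of 39 bp apart, with an interquartile range of 12 to 89 bp. They were within 100 bp of each other in 78.4% of such peaks. In the better-ranked 50% of both lists the median distance was 32 bp.

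The 10 shared peaks with the best mean rank lay on 7 sequences. The first was on NW_022145614.1, at 21384822 to 21385331 in replicate 1 and 21384809 to 21385311 in replicate 2, with its summit at base 21385087 in both. It ranked 2 in replicate 1 and 4 in replicate 2, with a fold of 20.04 in replicate 1 and 19.19 in replicate 2. The second lay on NW_022145607.1, at 27915002 to 27915453 in replicate 1 and 27914988 to 27915458 in replicate 2, with summits 4 bp apart. It had a fold of 21.4 in replicate 1 and 20.6 in replicate 2. The third lay on NW_022145613.1, at 16841184 to 16841641 in replicate 1 and 16841189 to 16841861 in replicate 2, with its summit at base 16841400 in both. It had a fold of 21.03 and 19.42. Over the 10 peaks, the fold ranged from 16.8 to 24.2 in replicate 1 and from 16.9 to 24.6 in replicate 2. Their widths were 399 to 573 bp and 417 to 750 bp, respectively, and their summits differed by 0 to 77 bp. The top 10 of each list were all found in the other list, and 6 of the top 10 of replicate 1 and 8 of the top 10 of replicate 2 were among these peaks. Coordinates are 1-based on the sequences as the lists name them. Gene annotation of these positions was not used here.

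Peaks were then counted along the 21 longest sequences, each spanning 30.0 to 62.1 Mb between its first base and its last peak. The next longest sequence spanned 4.94 Mb. The 21 sequences held 95.6% of the peaks of replicate 1 and 95.2% of those of replicate 2, at 34.1 and 37.5 peaks per Mb. Density differed between sequences by more than between replicates. The lowest mean was 17.2 ± 2.78 peaks per Mb (SD, n = 2) on NW_022145606.1, followed by 20.99 ± 3.16 (SD, n = 2) on NW_022145594.1. The highest mean was 52.9 ± 2.65 peaks per Mb (SD, n = 2) on NW_022145611.1. The highest density was 3.34 times the lowest in replicate 1 and 2.85 times in replicate 2, and it was 3.77 times on average in the better-ranked 50% of the lists. The same 2 sequences were lowest and the same 3 were highest in both replicates. At isolated peaks, with no other summit within 20 kb, the mean local background on the 2 lowest sequences was 0.865 times that on the other 19. Lengths are lower bounds, so these densities are upper bounds.

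**Figure D2:**
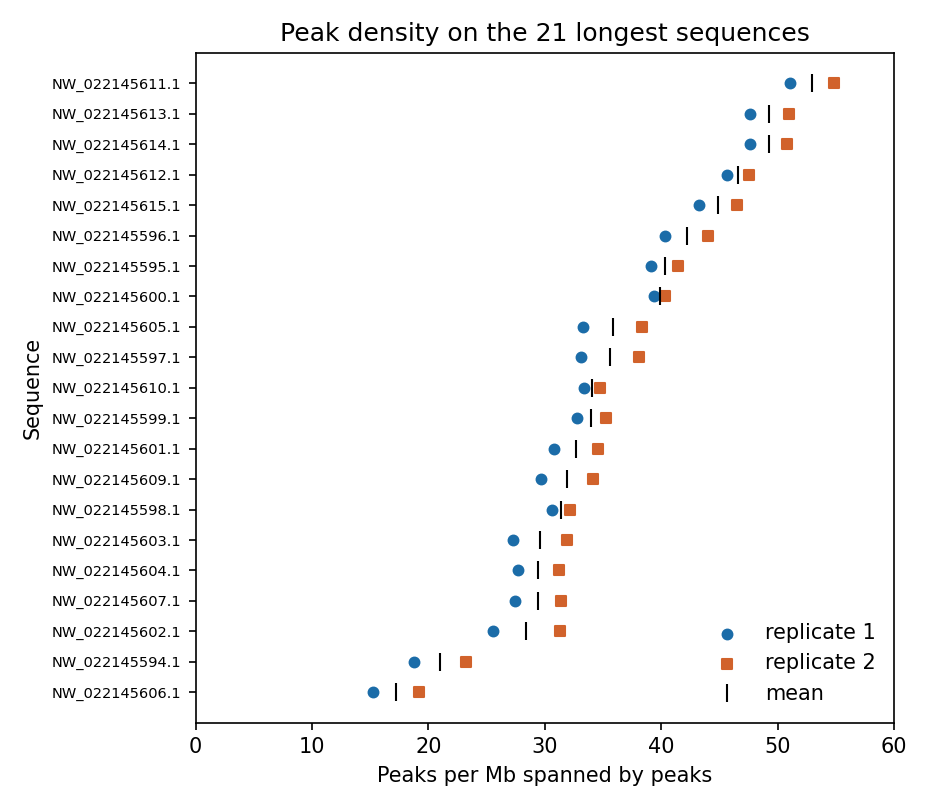
Peaks per Mb (x axis) on each of the 21 longest sequences (y axis, ordered by the mean), with circles for replicate 1, squares for replicate 2 and a tick for their mean. The means run from 17.2 on NW_022145606.1 to 52.9 on NW_022145611.1. Replicate 2 lies above replicate 1 on every sequence, and they are furthest apart on NW_022145602.1 (25.5 in replicate 1 and 31.3 in replicate 2).

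Peaks were clustered within the lists. The summit of the next peak lay less than 1000 bp away in 17.4% of neighbouring pairs in replicate 1 and 16.6% in replicate 2. After random placement of the same peaks, at most 3.75% and 4.26% of pairs were that close in any of 20 placements. The median distance between neighbouring summits was 10550 bp in replicate 1 and 10104 bp in replicate 2, against 19621 bp and 18083 bp after random placement. Of the neighbouring pairs, 2710 in replicate 1 and 2825 in replicate 2 were separated by a gap of under 50 bp, and no gap was smaller than 11 bp. Merging neighbours up to 100 bp apart left 26164 regions in replicate 1 and 29155 in replicate 2, or 11.2% and 10.4% fewer. Such close calls make up a large part of the pairs less than 1000 bp apart. Random placement was done for unmerged peaks only, so the clustering that remains after merging was not measured.

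**Figure D3:**
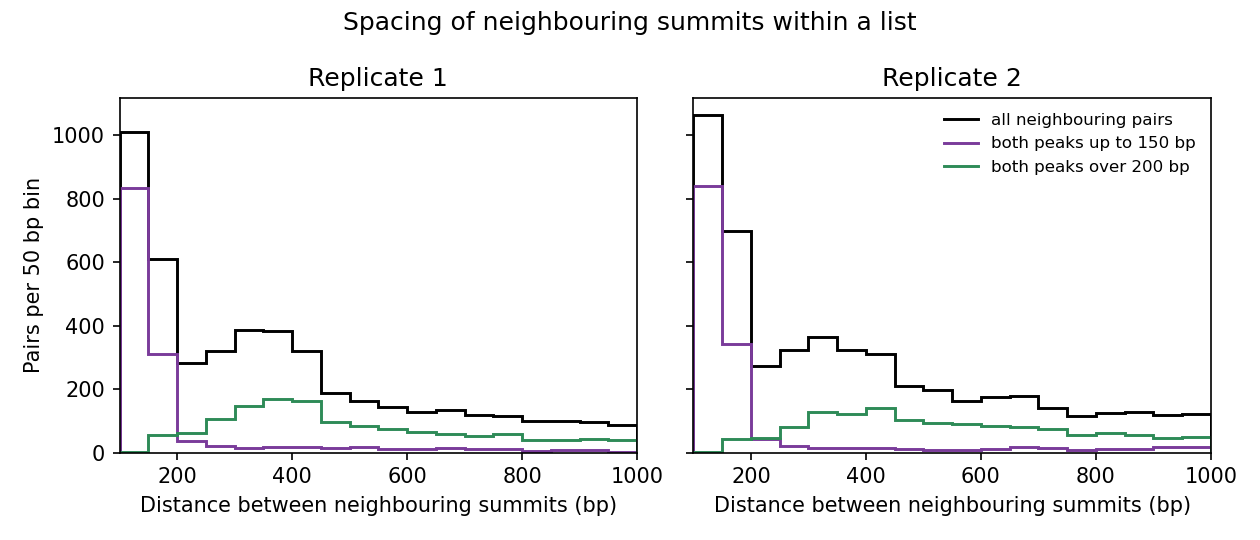
Number of neighbouring peak pairs per 50 bp bin (y axis) by the distance between their summits (x axis, bp), for replicate 1 on the left and replicate 2 on the right. Black lines are all pairs, with a maximum below 150 bp and a second rise between 300 and 400 bp; purple lines are pairs with both peaks up to 150 bp wide and green lines pairs with both over 200 bp, and the second rise is absent from the purple lines.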

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

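All the values compared here lack a significance test, so a value was taken to move where it changed by more than the SD between the replicates (for the number of peaks, by more than 1.5 times, and for the summit distance by more than 1.41 bp). For the shares and the overlap over chance, that SD comes from the 2 sides of a single comparison. It is there a working threshold and not a spread between independent replicates. Merging of neighbouring peaks, placement near each peak's own position and all alternatives for the density of sequences were chosen after the data had been seen. Using only the better-ranked 50% of each list changed most results. It left a mean of 15502.5 peaks, by construction, with a mean median width of 301.5 bp and 5.10 Mb covered. The mean share found in both replicates was 75.8%, the median summit distance 32 bp, and the highest density 3.77 times the lowest. A −log10 p of at least 10 gave a mean share of 76.6%. Both lists were cut, so a peak just inside the better-ranked 50% of one list can miss a partner just outside that of the other. Against the whole of the other list, the better-ranked 50% was found in 91.5% of cases for replicate 1 and 87.1% for replicate 2.

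The rule for a shared peak lowered the mean share from 64.9% to 48.8% with a reciprocal overlap of at least 50%, and to 51.7% with summits within 100 bp. The reciprocal rule gave 96.5% in the strongest decile, 9.52% in the weakest decile and a median summit distance of 32 bp. Ranking by fold gave 98.8% in the strongest and 36.8% in the weakest decile. The strongest peaks were shared more often than the weakest in both of these settings, and the summit rule was not run by decile. Moving each peak only 5000 to 50000 bp raised the overlap expected by chance, and the observed overlap was then 23.5 times that level on average in place of 35.9 times. Merging neighbours raised the mean median width to 248.5 bp. Counting density only over peaks found in both replicates gave a highest density 3.67 times the lowest.

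The mean share stayed within the SD at 66.3% with equal list lengths, 65.1% on the 21 longest sequences and 65.8% after merging neighbours, as did the covered length after merging. Taking each replicate alone was run for the number, width and covered length of peaks, the mean share, the strongest and weakest deciles and the density. It moved none of these beyond that SD, but with 2 replicates this cannot happen, so it says nothing about stability. Alternatives for genes, promoters, GC content and motifs were not run, since no genome sequence or placed annotation was used. The weakest decile rested on a median summit pileup of 8 reads, but no value showed that depth was the cause of its low overlap. No paired analysis was possible because there is only 1 group.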

Other observations

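The tests below were written down after the pattern had been seen, but before the value of the test was known. The mitochondrial sequence and the regions of high background were chosen after their values were seen.

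Narrow peaks were found in the other replicate less often than wide ones. Of the peaks of at most 120 bp, 41.0% of replicate 1 and 30.7% of replicate 2 were shared, against 88.0% and 81.7% of peaks over 200 bp. Narrow peaks were also weaker, with a median summit pileup of 9 reads in both lists against 19 and 20 for peaks over 200 bp. Rank alone did not account for the gap. Within deciles of rank, wide peaks were shared more often in 8 of 8 deciles of both lists (the 2 strongest held too few narrow peaks to compare), and the median gap was 14.4 percentage points, averaged over the lists. Narrow peaks had a lower median pileup in most of these deciles, so height may account for part of this gap. The medians were equal in the eighth decile of replicate 1, where 43.9% of narrow and 57.4% of wide peaks were shared. They were also equal in the weakest decile of replicate 2, with 18.8% and 31.5%. The easier overlap of wide intervals alone did not account for all of the gap either. With summits within 100 bp as the rule, the median gap was 11.03 percentage points, with wide peaks ahead in 8 of 8 deciles of replicate 1 and 7 of 8 of replicate 2. A candidate explanation that remains open is that many narrow calls are stacks of a few reads at nearly the same position, since 100 bp is both the smallest width and the read extension that would give the observed background step. No value here decides that, and no biological explanation was tested.

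Distances between neighbouring summits had 2 modes in both lists. In replicate 1, 1620 pairs were 100 to 200 bp apart, 602 were 200 to 300 bp apart and 769 were 300 to 400 bp apart. In replicate 2 the numbers were 1763, 594 and 688. A spacing of this kind could be read as a trace of nucleosomes. The values were in part consistent with a simpler source, the 2 width classes of peaks. Among pairs with both peaks at most 150 bp wide, the second mode was missing, and the pairs 300 to 400 bp apart were 0.515 times as many as those 200 to 300 bp apart. Wide peaks of one list cannot overlap, so their summits are rarely 200 to 300 bp apart whatever their spacing, and they test nothing here. Of the pairs 300 to 400 bp apart, 421 in replicate 1 and 409 in replicate 2 joined peaks of other or unlike widths. Pairs of such widths 200 to 300 bp apart numbered 376 and 404, giving ratios of 1.12 and 1.01, but their distances are limited by width in part too, so these ratios count neither for nor against the width classes. The gap from edge to edge showed no second mode of similar size. It fell from 2710 pairs under 50 bp to 572, 271 and 228 in the next 50 bp bins of replicate 1, and from 2825 to 566, 229 and 259 in replicate 2. Why peaks fall into narrow and wide ones was not tested.

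Peak density on NW_022145606.1 and NW_022145594.1 was low in both replicates. Empty 1 Mb bins were not the reason. Of the 105 bins on these 2 sequences, 1 held no peak in replicate 1 and 0 in replicate 2. In 1 Mb bins that held peaks, the median count on these 2 sequences was 15 in replicate 1 and 19 in replicate 2, against 35 and 39 on the other 19 sequences, a ratio of 0.458 on average. Shorter stretches without peaks would also lower these counts and were not tested. Weak calls near the threshold were not the reason either, since the fold between the highest and lowest density was 3.77 in the better-ranked 50% of the lists, above the 3.07 of the whole lists. Fewer mapped reads on these sequences remain open. At peaks with no other summit within 20 kb, the mean local background on the 2 sequences was 0.865 times that on the other 19. The means of the 19 ran from 0.972 to 1.27 in replicate 1 and from 1.121 to 1.499 in replicate 2. NW_022145606.1 lay below that range, at 0.951 and 1.067, while NW_022145594.1 lay just inside it, at 0.977 and 1.145. Reduced mappability and less accessible chromatin would both lower that background, so they cannot be told apart here, and the background cannot fall below the library-wide level, which hides part of any difference. Unknown gaps in the assembly and a lower density of genes were not tested.

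Peaks were missing from the other replicate more often than a redraw of reads at the observed height would give. For the fourth decile of the lists, the redraw scaled by depth put 99.9% of the peaks of replicate 1 and 98.5% of those of replicate 2 above the other list's lowest −log10 p. Only 88.0% and 81.2% were found, a mean gap of 14.6 percentage points. In the strongest decile the gap was 0.475 percentage points in replicate 1 and 0.368 in replicate 2. It was 47.7 in both replicates in the eighth decile, and 57.1 and 43.4 in the weakest decile, where the redraw gave 84.5% and 63.3%. The redraw lies near 100% for strong peaks, which limits the gap there. To give the observed share in the fourth decile, the true height would have to be 56% of the observed height for replicate 1 and 66% for replicate 2. That height did not follow the trend of the gap: it was 43% and 57% in the strongest decile and 54% and 60% in the weakest. Read sampling alone was not excluded, since peaks were listed because their height was high and the caller's minimum width removes some regions above the threshold. The size of these effects was not measured, so whether they can account for the heights above is unknown. Differences between the embryos or the libraries of the 2 replicates are the other open explanation. They cannot be told apart from read sampling with peak lists alone. The labels do not say whether the replicates came from separate batches of embryos.

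The sequence NC_001453.1, which is the mitochondrial genome, held 5 peaks in replicate 1 and 8 in replicate 2, and 3 of each overlapped a peak of the other list. Their fold was low, 2.32 to 3.40 and 2.00 to 2.90, because the local background was high. It was 16.03 to 21.13 times the library-wide background in replicate 1 and 20.6 to 38.2 times in replicate 2. Mitochondrial DNA carries no nucleosomes, so these calls are not comparable with the nuclear ones. The highest local background on the other sequences was on NW_022145600.1, at 17.2 times the library-wide level in replicate 1 (peak at 1031546 to 1032001) and 18.3 times in replicate 2 (peak at 1029915 to 1030139). A group of 6 peaks in replicate 1 and 5 in replicate 2 on NW_022145552.1, between 2260613 and 2268919, reached 15.7 and 17.2 times the library-wide level, and all of them were found in the other replicate. The group on NW_022145600.1 that holds the highest background had 6 peaks in each list, of which 4 in each were found in the other. Whether such places are collapsed repeats or dense accessible regions was not tested.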
